# Detoxification and Immune Transcriptomic Response of the Gill Tissue of Bay Scallop (*Argopecten irradians*) Following Exposure to the Algicide Palmitoleic Acid

**DOI:** 10.3390/biom8040139

**Published:** 2018-11-06

**Authors:** Cheng Chi, Sib Sankar Giri, Jin Woo Jun, Hyoun Joong Kim, Sang Wha Kim, Jeong Woo Kang, Se Chang Park

**Keywords:** algicide, palmitoleic acid, bay scallop, transcriptomic analysis

## Abstract

Palmitoleic acid (PA) is an effective algicide against *Alexandrium tamarense*. However, the toxicological mechanism of PA exposure is unclear. The transcript abundance and differentially expressed genes (DEGs) in gills of bay scallop were investigated following 80 mg/L PA exposure up to 48 h using the Illumina HiSeq 4000 deep-sequencing platform with the recommended read length of 100 bp. De novo assembly of paired-end reads yielded 62,099 unigenes; 5414 genes were identified as being significantly increased, and 4452 were decreased. Based on gene ontology classification and enrichment analysis, the ‘cellular process’, ‘metabolic process’, ‘response to stimulus’, and ‘catalytic process’ with particularly high functional enrichment were revealed. The DEGs, which are related to detoxification and immune responses, revealed that acid phosphatase, fibrinogen C domain-containing protein, cyclic AMP-responsive element-binding protein, *g*lutathione reductase, ATP-binding cassette, nuclear factor erythroid 2-related factor, NADPH2:quinone reductase, and cytochrome P450 4F22, 4B1, and 2C8-related gene expression decreased. In contrast, some genes related to glutathione *S*-transferase, C-type lectin, superoxide dismutase, toll-like receptors, and cytochrome P450 2C14, 2U1, 3A24 and 4A2 increased. The results of current research will be a valuable resource for the investigation of gene expression stimulated by PA, and will help understanding of the molecular mechanisms underlying the scallops’ response to PA exposure.

## 1. Introduction

In China, bivalves are among the most important commercial marine species, contributing a large proportion of the total shellfish production [1]. Furthermore, on account of the filter-feeding habits of bivalves, they are widely used for monitoring ocean pollution [2]. The scallop, as a crucial commercial marine species, is mainly distributed in coastal areas of Northeast Asia [3]. In addition to their economic value, scallops also act as model species in various toxicology studies [4,5] or as a sentinel organism in environmental monitoring programs [6]. In recent decades, the rapid expansion of industry and agriculture along with the population explosion has been accompanied by an apparent global increase in the occurrence, area, and detrimental effects of harmful algal blooms (HABs). Chemical methods of controlling HABs have been found, with toxic potential for aquatic species, posing environmental hazards. Therefore, in recent years, biological agents (especially bacteria or bacterial bioactive metabolites) are being proposed as alternative approaches for HABs outbreak control [7,8,9]. Previous studies have also reported that certain bacteria could inhibit or degrade HABs in the ocean [10,11]. *Alexandrium tamarense* is a harmful algal species in oceans which has led to substantial financial ruin in the aquaculture industry, as it can produce a paralytic shellfish toxin. Moreover, it can also cause human poisoning, and even death [12,13]. In recent years, palmitoleic acid (PA) was isolated and identified from *Vibrio* sp BS02 products as a bioactive compound against harmful algae. It was recommended to be applied for managing HABs in the China sea area [7]. At a concentration of 80 mg/L, PA could almost inhibit algal growth completely. Lysis of *A. tamarense* cells can be observed under light microscopy. In addition, PA can also effectively suppress other harmful algae growth (e.g., *A. minutum*, *Heterosigma akashiwo,* and *Asterionella japonica*) [7]. Nevertheless, PA exposure may cause secondary aquatic pollution. Thus, in order to investigate if and how it has affects other marine species, we studied the interaction between PA and scallop physiological responses, in which we measured various parameters, including the activities of acid phosphatase (ACP), alkaline phosphatase (ALP), superoxide dismutase (SOD), lysozymes, the levels of nitrite oxide (NO), lactate dehydrogenase (LDH), glutathione (GSH), and malondialdehyde (MDA) in our previous studies [13,14], which are related to immune, stress and detoxification responses. We accordingly found that PA could cause stress responses, had toxic effects, and even induced oxidative stress or metabolic disturbances of non-target marine species. However, how scallops respond to PA toxicity, and the details of their detoxification process during PA exposure, remain unclear, particularly the integral response at the transcriptional level. An understanding of the effects of PA exposure on the bay scallop is essential to establish effective measures to estimate its toxic potential. Therefore, in order to expand upon our previous work to further reveal potential impacts of PA exposure, we examined the transcriptomic responses of *Argopecten irradians* to PA exposure.

De novo sequencing offers an effective measure for obtaining full scallop transcriptome information. In this regard, platforms such as the Illumina HiSeq™ 4000 sequencing system facilitate extensive genome analysis at relatively low cost and high output [15]. Digital gene expression (DGE) analysis based on this sequencing platform, is applied for a growing number of aquatic organisms such as *Oryzias melastigma* [16], *Crassostrea gigas* [17], and *Chlamys farreri* [18] to investigate their responses to environmental stressors. The objective of this study was to develop a further understanding of the molecular responses of scallops upon exposure to PA. The previous studies found that 80 mg/L PA caused oxidative stress, stimulated the immune response, and was toxic to physiological function in *A. irradians* [13]. The gill acts as a defense barrier because its role in the filtration of suspended matter, and shows a high expression of putative immune-related genes [19]. Therefore, it was studied as the research target. Digital gene expression analysis was performed by using the Illumina HiSeq™ 4000 sequencing system, and then quantitative real-time PCR was conducted to verify several selected differentially expressed genes (DEGs). The objective of the current study was to assist future studies on the molecular mechanisms underlying the toxic effects of the algicide PA on bivalves, and investigating whether utilizing PA as an algicide poses a potential risk to marine production.

## 2. Results

### 2.1. Analysis of Differentially Expressed Genes Libraries

Two DGE libraries were constructed for the gills of control and PA-exposed scallops. 

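One library came from the gills of control scallops, which were kept with the DMSO solvent (0 mg/L PA), and the other from the gills of scallops exposed to 80 mg/L PA, each after 48 h. The methods describe 3 replicate pools of 6 scallops, and the sample labels describe a pool of 18 scallops per condition. There was thus 1 library per condition, and no difference between the libraries has a replicate check. The authors mapped the reads to the unigenes with Bowtie, estimated an expected count per unigene with RSEM, and deposited these counts with FPKM values and annotation, together with a table of their own comparison. The expected counts, called reads from here on, were not whole numbers for 17.9% of the unigenes. They summed to 10305482 in the control library and 10414545 in the PA library, which is the depth behind the values reported here, while the paper's Table 1 gives 45.76 Mb clean reads of paired-end sequencing per library, which is 22.9 read pairs in the same unit. Reads were counted on 52852 unigenes in the control library and on 54724 in the PA library, with a median of 11 and 12 reads on these unigenes. The unigene with the most reads, Unigene629_All (3654 bp, best hit NADH dehydrogenase subunit 1 of the bay scallop mitochondrion), took 14.4% of the reads in the control library and 16.6% in the PA library, a log2 fold change of 0.21. Together with Unigene13011_All (8129 bp, best hit cytochrome c oxidase subunit I, log2 fold change 0.33) it took 18.8% and 22.2%. The log2 fold change was computed as the FPKM in the PA library over that in the control library, with an FPKM of 0 set to 0.01. It differed from the deposited log2 fold change by at most 4.97e-14. Differentially expressed unigenes were called with the test of Audic and Claverie, two-sided, on the rounded reads, at a Benjamini-Hochberg FDR of at most 0.001 and a fold change of at least 2. This test compares the 2 libraries, not the conditions. The intervals given for a unigene are 95% exact (Clopper-Pearson) intervals of the share of its reads that lay in the PA library, expressed as a log2 fold change, and they cover counting error only. Where a library held 3 reads or fewer, the fold change is given as a bound against 3 reads. This bound takes the reads of the other library as exact, so the 95% interval can reach closer to no change. Gene families were collected by words in the annotation, and the median log2 fold change of their unigenes with at least 10 reads in the 2 libraries together is given with its 95% order-statistic interval and its percentile among 10000 random lists of the same size matched on mean expression.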

After removing reads with adaptors, reads containing poly N, and low-quality reads from the raw data, a total of 9.16 Gb clean bases were generated. After filtering, reads quality metrics are shown as Table 1. Clean sequences from each library were assembled by the Trinity tool (version: v2.0.6), the assembly quality metrics are shown as Table 2. The two cDNA libraries were accordingly considered to be reliable. 

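The deposited tables list 60308 unigenes with reads in at least 1 library, of which 47268 had reads in both libraries, 5584 in the control library only and 7456 in the PA library only. Their lengths ranged from 200 to 17211 bp, with a total of 56364099 bp, a mean of 935 bp, a median of 474 bp and an N50 of 1741 bp. Of the listed unigenes, 13571 (22.5%) were contigs with the CL prefix, from 5406 clusters. With the contigs of each cluster counted as 1, there were 52143 clusters and singletons. An FPKM of at least 1 in either library was reached by 54456 unigenes, with an N50 of 1796 bp.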

Finally, transcript sets from the two libraries were further merged to give 62,099 unigenes, which are shown in Table 3. The length distribution of unigene was shown in Figure 1.

### 2.2. Analysis of Sequences Mapping

After assembly, functional annotation was performed by using the non-redundant protein sequence database (Nr), the NCBI nucleotide database (Nt), the Clusters of Orthologous Groups (COG), the Kyoto Encyclopedia of Genes and Genomes (KEGG), Gene Ontology (GO), Swissprot, and Interpro for unigenes. 

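Of the unigenes in the deposited tables, 29313 (48.6%) had an entry in at least 1 of the 7 annotation columns. The Nr column was filled for 26252 unigenes (43.5%), the Nt column for 10445 (17.3%) and the Swiss-Prot column for 20311 (33.7%). KEGG entries were given for 19787 unigenes (32.8%), COG entries for 9209 (15.3%) and Interpro entries for 19721 (32.7%). Among the unigenes called between the 2 libraries, 6702 (72.8%, 95% Wilson interval 71.9% to 73.7%) had an entry in at least 1 column.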

A total of 48.39% (30,049 unigenes) were annotated, of which 26,893 (43.31%) unigenes were annotated to the Nr; 10,803 (17.40%) to the Nt; 20,784 (33.47%) unigenes to Swiss-Prot; 20,274 (32.65%) unigenes to KEGG; 9420 (15.17%) unigenes to COG; 20,165 (32.47%) unigenes to Interpro; and 4199 (6.76%) unigenes to GO, respectively. 

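The GO column of the deposited tables was filled for 4039 unigenes (6.70%). A biological process was listed for 2946 of them, a cellular component for 2575 and a molecular function for 3053.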

For functional classification, 27,114 unigenes were totally annotated to the GO database. Among 59 functional groups, cellular process (2516 genes), metabolic process (2058), cell (2174), and catalytic activity (1962) showed considerable enrichment (Figure 2).

### 2.3. Differential Gene Expression Analysis

The differential gene expression levels between two groups were calculated by using the Fragments Per Kilobase Million (FPKM) method (Figure 3 and Figure 4). 

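The test called 9200 unigenes as differentially expressed between the 2 libraries. No called unigene had fewer than 13 reads in the 2 libraries together. Of these unigenes, 9186 had the same call in the authors' deposited comparison, and 244 unigenes were called in that comparison but not here. The test has no term for variation between pools of scallops, which 1 library per condition cannot measure. With an assumed biological coefficient of variation (BCV) of 0.2 between pools, the exact test of edgeR at the same thresholds called 3769 unigenes, and with a BCV of 0.4, the alternative that moved the number most, it called 616. In libraries simulated from pools with no changed unigene, the test of Audic and Claverie called 408 unigenes at a BCV of 0.2 and 4609 at a BCV of 0.4. With the reads of all contigs of a cluster summed, 6013 clusters and singletons were called.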

A total of 9430 unigenes showed differential expression (fold changes larger than two and FDR ≤0.001) between the two groups. 

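Of the called unigenes, 5096 (55.4%, 95% Wilson interval 54.4% to 56.4%) were higher in the PA library and 4104 were lower. This split depended on the scaling of the libraries. With TMM factors from edgeR, 3825 were higher and 5391 lower (41.5% higher), and with the median of ratios between the libraries, 3974 were higher and 5247 lower (43.1% higher). These scalings lowered the log2 fold changes of unigenes with reads in both libraries by 0.25 and 0.22. The median log2 fold change of the 38391 unigenes with at least 10 reads in the 2 libraries together was 0.21 with the library totals, against -0.032 with TMM and -0.0061 with the median of ratios. Among the called unigenes, 773 were listed at 0 in the PA library, with a median of 29.6 reads in the control library, and 487 were listed at 0 in the control library, with a median of 27.8 reads in the PA library. A count of 0 allows up to 3 reads, and with that limit the numbers were 1072 and 923. Of the unigenes listed at 0, 495 and 291 were contigs of clusters, and for 342 and 157 of these the fold change of the whole cluster was under 2 or in the other direction.

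**Figure D1:**
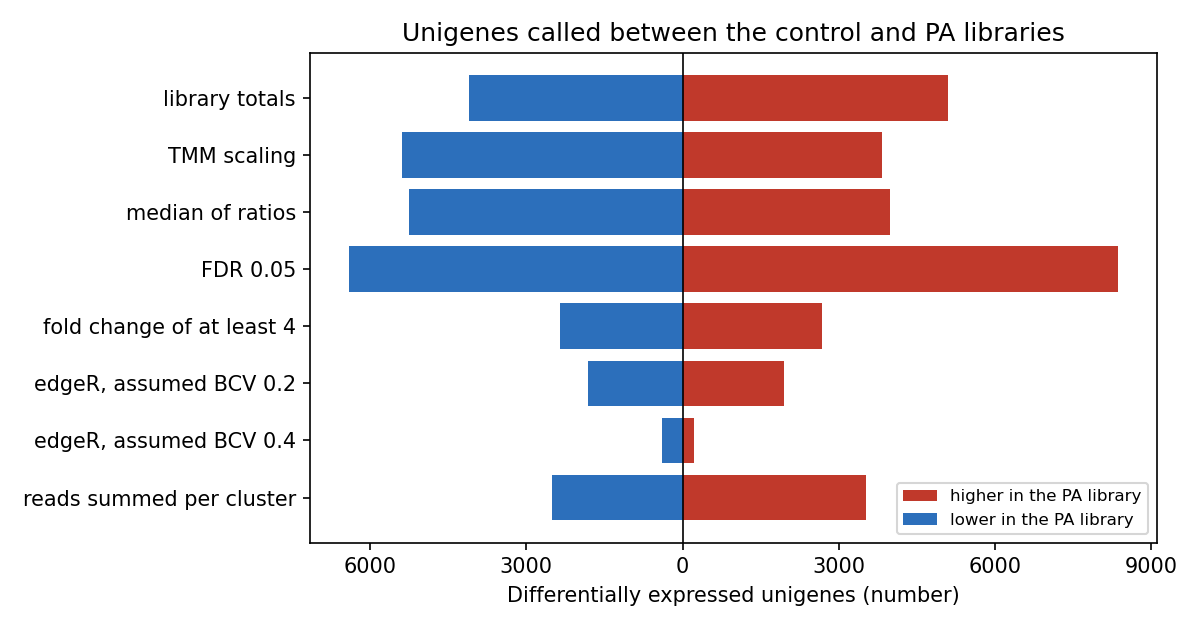
Number of differentially expressed unigenes that were higher (right, red) or lower (left, blue) in the PA library than in the control library, with library totals and under 7 other settings. With library totals 5096 were higher and 4104 lower, and with TMM scaling 3825 were higher and 5391 lower.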

Among the unigenes, 5327 genes were found to be increased, while 4103 genes were found to be decreased (Supplementary file 1).

### 2.4. Enrichment and Pathway Analysis

To investigate changes in the patterns of gene expression after PA exposure, all the DEGs to terms in the GO database were mapped. The considerable dominant GO terms in the gill after exposing to PA were involved to cellular process, metabolic process, single-organism process, cell, organelle, and catalytic activity (Figure 5).

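GO terms were compared among the 2915 unigenes that had a GO entry and at least 13 reads in the 2 libraries together, of which 843 (28.9%) were called. Terms were counted as the deposited annotation lists them, without their parent terms. Of the 186 terms with at least 10 such unigenes, 10 had more called unigenes than the central 95% of random lists and 18 had fewer, where 4.7 are expected by chance on each side. With at least 50 reads, 6 of 151 terms lay above and 15 below, against 3.8 expected on each side. For calcium ion binding, 31 of 65 unigenes were called (100th percentile), 24 of them higher in the PA library. For metabolic process, 27 of 59 were called (percentile 99.7), and for the proton-transporting ATPase activity with rotational mechanism, 8 of 10 (percentile 99.9), 7 of them lower. Translation had 32 of 90 unigenes called (percentile 99.7), 30 of them lower, but among unigenes with at least 50 reads it had 7 of 48 (percentile 6.2). Cellular process had 26 of 74 called (percentile 86.6), catalytic activity 18 of 55 (percentile 80.4), cell 4 of 11 (percentile 78), single-organism process 7 of 28 (percentile 29.9) and intracellular organelle 1 of 10 (percentile 14.8). The paper counts many more genes in its groups cellular process, cell and catalytic activity, so these percentiles do not test its dominant terms.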

In order to identify the functional categories of the gene expression changes associated with PA exposure, unigenes were assigned to various metabolic pathways based on the KEGG database. Among all the DEGs, 4953 genes were assigned to 304 pathways in the KEGG database. 

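A KEGG entry was listed for 4869 of the called unigenes (52.9%, 95% Wilson interval 51.9% to 53.9%). Of these, 2889 were higher and 1980 lower in the PA library. The deposited KEGG column gives the best hit and its orthology entry, and pathways were not analysed here.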

One hundred and twenty-one metabolic pathways were significantly enriched (corrected *p*-value <0.05). The pathway classification and functional enrichment results are shown in Figure 6 and Figure 7. 

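Each of the 33 transcripts of Table 4 was matched to 1 unigene by its log2 fold change and annotation, and all 33 were called. Of these unigenes, 16 were contigs of clusters with 2 or more listed contigs. When the reads of their clusters were summed, 9 of the 16 kept a fold change of at least 2 in the same direction and 7 did not. In 8 of the 33, a library held 3 reads or fewer. FIBCD1 (CL1174.Contig2_All, 1305 bp) had an FPKM of 29.3 in the control library and 6.28 in the PA library, a log2 fold change of -2.22 (95% interval -2.59 to -1.88, FDR 3.06e-46 by the test of Audic and Claverie). Its cluster as a whole changed by -2.06. CREB3 (CL29.Contig2_All, 3593 bp) had an FPKM of 18.4 and 8.30, a log2 fold change of -1.15 (95% interval -1.35 to -0.95), and its cluster changed by -1.08. The 9 CREB unigenes had a median of -1.11 (95% interval -2.94 to 0.38, percentile 0.7 among random lists), with 5 called lower and 0 higher. The lower calls include CREB3 and CL29.Contig1_All of the same cluster, and with the reads of each cluster summed the median of the 6 clusters and singletons was -0.51. GR (CL4210.Contig2_All, 1581 bp) fell from 219 to 4.40 reads, a log2 fold change of -5.63 (95% interval -7.68 to -4.41). The other contig of its cluster, CL4210.Contig1_All, rose from 94.8 to 191 reads, and the cluster went from 314 to 195 reads (log2 fold change -0.70). Nrf2 (CL5274.Contig2_All, 5906 bp) fell from 1202 to 593 reads, a log2 fold change of -1.04 (95% interval -1.18 to -0.89). With a pseudocount of 1 FPKM its change was -0.96, below a 2-fold change. The other contig, CL5274.Contig1_All, rose from 1532 to 2335 reads, and the log2 fold change of the whole cluster was 0.084. BIRC7 (CL2109.Contig3_All, 1469 bp) had 2899 reads in the control library and 0 in the PA library, at least 977-fold lower. CL2109.Contig2_All of the same cluster rose from 101 to 1247 reads, CL2109.Contig1_All had 471 and 549 reads, and the cluster changed by -0.97. The 73 unigenes with a BIR repeat annotation had a median of 0.20 (95% interval -0.22 to 0.40), which became -0.041 with TMM scaling and -0.016 with the median of ratios.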

The expression of detoxification and immune-related genes including acid phosphatase, fibrinogen C domain-containing protein, cyclic AMP-responsive element-binding protein 3, glutathione reductase, ATP-binding cassette, nuclear factor erythroid 2-related factor, NADPH2:quinone reductase, and cytochrome P450 4F22, 4B1, and 2C8 decreased following PA exposure. 

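Among the toll-like receptors, TLR4 (CL2665.Contig1_All, 2791 bp) had 13 reads in the control library and 254 in the PA library, a log2 fold change of 4.27 (95% interval 3.47 to 5.20, FDR 5.97e-57 by the test of Audic and Claverie). TLR2 (CL2665.Contig3_All, 2575 bp) had 63.1 and 219 reads, a log2 fold change of 1.78 (95% interval 1.37 to 2.21). Both are contigs of the same cluster of 6, which changed by 2.67 as a whole. TLR13 (Unigene39188_All, 835 bp) had 1 read and 40 reads, 13.2-fold higher in the PA library against 3 reads (95% interval of the log2 fold change 2.75 to 10.6). The 48 toll-like receptor unigenes had a median log2 fold change of 1.55 (95% interval 1.07 to 1.80), at the 100th percentile of random lists, whose median was 0.27. Of these, 16 were called higher and 4 lower. A pseudocount of 1 FPKM moved the median most, to 1.00. Both C-type lectins of Table 4 were lower in the PA library. CLEC4E (Unigene24188_All, 1298 bp) fell from 95 to 5 reads, a log2 fold change of -4.28 (95% interval -5.92 to -2.99). CLEC4F (Unigene22718_All, 1475 bp) had 79 reads in the control library and 0 in the PA library, at least 26.6-fold lower. The 27 C-type lectin unigenes went both ways, with 10 called higher and 5 lower, and their median of 0.69 (95% interval -0.47 to 2.60) lay at percentile 93.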

On the contrary, some genes related to toll-like receptors, glutathione *S*-transferase, superoxide dismutase, C-type lectin, and cytochrome P450 2C14, 2U1, 3A24, and 4A2 were induced (Table 4).

### 2.5. Identification of Genes Related to Palmitoleic Acid-Induced Stress Response

The relative expression level of nine genes (five increased and four decreased genes) from the two DGE libraries were assessed by qPCR. The melting-curve analysis of qPCR revealed a single product for all genes. Fold changes from qPCR were compared with the DGE analysis results. As shown in Figure 8, the data revealed that *Mn SOD*, *GST κ*, *GST ω*, *CTS-A*, *mo-A*, and *CYP3A24* were significantly up-regulated, while *ACP*, *CTS-B*, and *NQR2* were down-regulated. 

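Across the 9 genes, the log2 fold changes computed from the deposited FPKM and the qPCR values read by eye from Figure 8 had a Pearson r of 0.96 (two-sided exact permutation test, p = 4.96e-05, Benjamini-Hochberg adjusted over the 2 coefficients 9.92e-05). Spearman's rho was 0.97 (exact permutation p = 1.65e-04, adjusted 1.65e-04). The direction was the same for 9 of 9 genes. The relation is across genes, which are not independent replicates. Without NQR2 and GST κ, the 2 genes farthest from the median RNA-seq value, r was 0.93. With the reads of each cluster summed, the alternative that moved it most, r was 0.83 and 8 of 9 directions were the same, GST ω being the exception. The monoamine oxidase mo-A (Unigene10838_All, 2327 bp) rose from 34 to 124 reads, a log2 fold change of 1.86 (95% interval 1.29 to 2.44). The 13 monoamine oxidase unigenes had a median of -0.26 (95% interval -2.99 to 2.44), with 2 called higher and 4 lower, and this median became 0.70 with the reads of each cluster summed, 0.30 with no filter on low counts and 0.83 with the words sought in the Swiss-Prot description alone. GST κ (CL702.Contig1_All, 1030 bp) had 1.44 reads in the control library and 57.1 in the PA library, 18.8-fold higher against 3 reads (95% interval of the log2 fold change 3.28 to 11.1). The other contig of its cluster, CL702.Contig2_All, had 38.6 and 39.9 reads, and the log2 fold change of the cluster was 1.26.

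**Figure D2:**
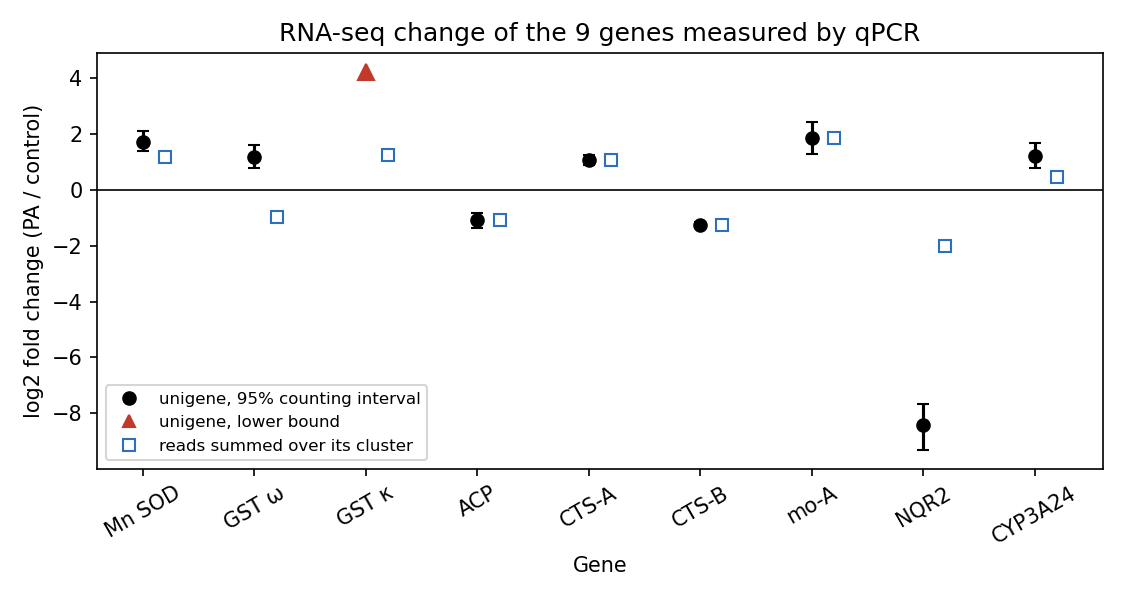
RNA-seq log2 fold change (PA over control) of the 9 genes that the paper measured by qPCR. Circles show the unigene with its 95% counting interval, the triangle the bound against 3 reads for GST κ, and open squares the change with the reads of the whole cluster summed, which is below 0 for GST ω.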

The genes exhibited a concordant direction in both the DGE library and qPCR analysis, and the correlation coefficient between DGE and qPCR results was 0.96 (*p* < 0.001).

## 3. Discussion

The following four main steps: hazard identification, dose–response assessment, exposure assessment, and risk characterization are widely acknowledged to be a standard method and entails of environmental risk assessment. Moreover, a variety of pollutants were identified to cause immunotoxic effects on species [20]. To confront the negative effects of HABs on humans or aquaculture industry, biological control measures are supposed as more environment-friendly methods compared to traditional chemical approaches. Palmitoleic acid has been reported to be an effective algicidal bioactive compound against HABs, which were isolated from the bacterium [7]. In previous studies, PA exposure induced a series of immune, antioxidant and oxidation-related responses (e.g., SOD, ACP, ALP, LDH, and lysozyme activities, as well as MDA, GSH, NO, and total protein levels) in the hemolymph of bay scallops, and then caused oxygenic stresses [13,14], rendering them sensitive to PA exposure. Nevertheless, the molecular response of scallops to PA exposure is not well illuminated. On the basis of our previous works, these results of this transcriptome information could supplement the descriptions of toxicity of PA exposure at 80 mg/L, and then provide directions and insights for future investigations referring to pollutant toxicity models in scallops. The RNA-seq expression values and qPCR fold-change values were calculated on the basis of RPKM [21] and the MNE method and incorporated reference gene, respectively [22]. For transcripts quantified by using both methods, the directions of change in the present investigation were always the same and the magnitude of the fold-change in abundance was very similar. In addition, the current study is also the first report which is related to transcriptomic responses of scallop following PA exposure using deep-sequencing technology. Moreover, we observed that the quantitative values of some transcripts were significantly increasing such as “Unigene44066_All” (log2. Fold Change = 11.695), “Unigene31467_All” (log2. Fold Change = 11.689) and CL3015.Contig1_All (log2. Fold Change = 10.926) (Supplementary file 1) without functional annotation. 

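None of these 3 unigenes had an entry in any of the 7 annotation columns, and each was listed at 0 in the control library, so their deposited log2 fold changes depend on the FPKM of 0.01 that stands for 0. Unigene44066_All (289 bp) had 82 reads in the PA library (FPKM 33.2), at least 27.0-fold higher than the 3 reads that a count of 0 allows. Unigene31467_All (325 bp) had 94 reads (FPKM 33.0), at least 31.0-fold higher. CL3015.Contig1_All (1731 bp) had 341 reads (FPKM 19.5), at least 113-fold higher. The other contig of its cluster, CL3015.Contig2_All, was present in both libraries, with 37 reads in the control and 142 in the PA library (log2 fold change 1.92, 95% interval 1.39 to 2.49), and the cluster changed by 3.69. The FDR of the 3 unigenes by the test of Audic and Claverie was 1.23e-23, 3.63e-27 and 2.16e-100.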

Although their specific function remains unclear, the substantial up regulation found in the present work might be an indicative of relevant role during environmental stress responses. Therefore, we speculate that these genes may be involved in eliminating xenobiotics or apoptosis which was induced by PA exposure.

The biotransformation process is divided into two categories: phase I and phase II reactions [1]. Phase II reactions are catalyzed by GST to catalyzes the conjugation of reduced glutathione to reactive electrophiles of endogenous and exogenous compounds. Hence, GST activity is widely selected as a biomarker of contaminants in bivalves [1,23]. In the current study, variation in *GST* mRNA expression, including that of *GST1*, *GST2*, *GST3*, *GST-ω*, and *GST-A* was induced in the gills of PA-exposed bay scallops compared with the control group in the DGE library. These results imply that *GST* expression could be induced by PA exposure. This finding helps us to comprehend the molecular mechanism of the GSH increase observed in our previous work, which showed that GSH levels in the bay scallop exposed to 80 mg/L PA increased significantly at 48 h post-exposure [14], and subsequently stimulated the antioxidant or detoxification capacity of the PA-exposed scallops. 

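GST1 (Unigene2032_All, 870 bp) rose from 31 to 227 reads, a log2 fold change of 2.86 (95% interval 2.31 to 3.45, FDR 4.25e-36 by the test of Audic and Claverie), and GST A (Unigene18717_All, 986 bp) from 50 to 316 reads, a log2 fold change of 2.65 (95% interval 2.21 to 3.11). The other GST unigenes of Table 4 belong to clusters. GST2 (CL3246.Contig1_All, 803 bp) had 0 reads in the control library and 97.2 in the PA library, at least 32.1-fold higher, while CL3246.Contig2_All went from 239 to 150 reads and the whole cluster changed by 0.032. GST3 (CL100.Contig1_All, 2838 bp) rose from 159 to 1510 reads, a log2 fold change of 3.24 (95% interval 3.00 to 3.48). CL100.Contig2_All fell from 1443 to 455 reads (log2 fold change -1.68), and the cluster changed by 0.28. GST ω (CL2074.Contig10_All, 1150 bp) rose from 75.2 to 174 reads, a log2 fold change of 1.20 (95% interval 0.80 to 1.61), which was 0.95 with TMM scaling and 0.98 with the median of ratios, below a 2-fold change. Its cluster holds 11 contigs, of which 2 others were called higher and 4 lower, and the reads of the cluster went from 1841 to 959, a log2 fold change of -0.96. The 63 GST unigenes had a median of -0.28 (95% interval -0.58 to -0.0066), at percentile 1.7 of random lists, with 12 called higher and 18 lower in the PA library. They fell into 37 clusters and singletons, and the interval and the random lists count contigs of a cluster as separate unigenes. With the reads of each cluster summed the median was -0.16. The GST unigene with the most reads, Unigene10729_All (1663 bp), which was picked out after its values were seen, fell from 45240 to 1034 reads, a log2 fold change of -5.47. From the rise of the GST transcripts of Table 4, the paper proposes that PA exposure can induce GST expression, and relates this to the GSH increase of its earlier work and to the antioxidant or detoxification capacity of the scallops.

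**Figure D3:**
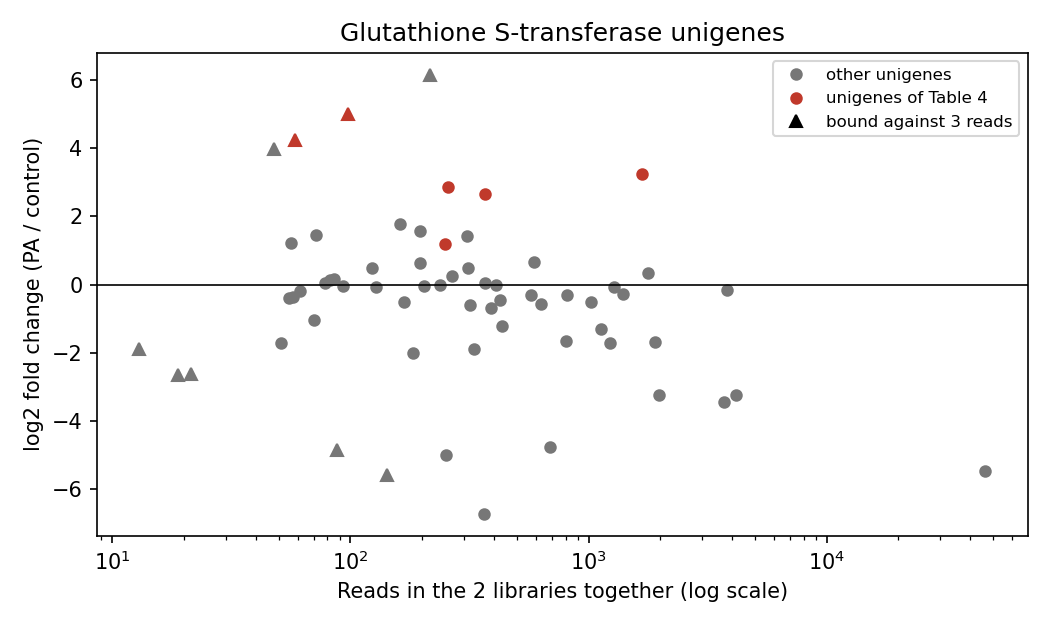
Log2 fold change (PA over control) of the 63 GST unigenes against their reads in the 2 libraries together on a log scale. Red points are unigenes of Table 4, grey points the others, and triangles are bounds against 3 reads. The unigenes of Table 4 lie above 0, and the unigene with the most reads lies at -5.47.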

Another important gene involving to the antioxidant defense system is SOD, which eliminates the ROS that can cause DNA damage or lipid peroxidation [24]. Our present results showing that the expression levels of *Cu/Zn SOD* and *Mn SOD* were up-regulated in the gills of bay scallop following to 80 mg/L PA exposure up to 48 h. These results are consistent with the findings of our previous study, in which we found that the expression levels of both *Mn SOD* and *Cu/Zn SOD* in the hemolymph of PA-exposed bay scallop increased at 48 h post-exposure [14]. These results indicate that PA exposure can induce *Cu/Zn SOD* and *Mn SOD* mRNA expression in both the gill and hemolymph when scallops are exposed to PA. Thus, expression of *Cu/Zn SOD* and *Mn SOD* in the gills of scallops could reflect PA exposure stress at high concentrations and provoke antioxidant defenses in scallops.

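Mn SOD (CL2446.Contig1_All, 1700 bp) rose from 85.4 to 286 reads, a log2 fold change of 1.73 (95% interval 1.38 to 2.10, FDR 8.82e-25 by the test of Audic and Claverie). The other contig of its cluster, CL2446.Contig2_All, had 104 and 153 reads, and the cluster changed by 1.20. The unigene with the Cu/Zn SOD value of Table 4, Unigene11236_All (1798 bp), rose from an FPKM of 5.34 to 23.0, a log2 fold change of 2.11 (95% interval 1.78 to 2.43). Its name as a Cu/Zn SOD rests on the Nt hit alone, to a bay scallop SOD gene, while its best Nr hit is the sushi repeat-containing protein SRPX2. An Nt hit that names SOD was listed for 888 unigenes, of which 3 were also named SOD in the Nr, Swiss-Prot or KEGG column. By these protein annotations 7 unigenes carried the words superoxide dismutase. Of these, Unigene16733_All is a copper chaperone for SOD and was not called, which leaves 6 SOD unigenes, with 1 called higher and 2 lower, and the following were picked out after their values were seen. Unigene13503_All (1261 bp), whose best Nr hit is the cytoplasmic Cu/Zn SOD of the bay scallop, had 948 reads in the control library and 719 in the PA library, a log2 fold change of -0.41 (95% interval -0.56 to -0.27) that was below a 2-fold change. Unigene6483_All and Unigene29739_All, with best Nr hits to oyster Cu/Zn SOD, were called lower, with log2 fold changes of -3.36 and -3.10.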

NAD(P)H:quinone reductase (NQR), known Martas DT-diaphorase, catalyzes the two-electron reduction of quinones and quinoid compounds [25]. This enzyme protects cells from redox cycling and oxidative stress [26]. *NQR* gene expression can be induced by antioxidants, oxidants, xenobiotics, heavy metals, and ionizing radiations, and is a part of a cellular defense mechanism that is responsible for the induction of more than two dozen genes in response to electrophilic and/or oxidative stress generated due to chemical exposure [26]. 

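NQR2 (CL975.Contig1_All, 2001 bp, best Nr hit quinone oxidoreductase of the Pacific oyster) had an FPKM of 237 in the control library and 0.70 in the PA library. Its reads fell from 4787 to 14.2, a log2 fold change of -8.41 (95% interval -9.31 to -7.68). The other contigs of its cluster fell less. CL975.Contig2_All went from 5886 to 1607 reads (log2 fold change -1.89) and CL975.Contig3_All from 3154 to 1858 (log2 fold change -0.78). The cluster went from 13827 to 3479 reads, a log2 fold change of -2.01. Over the 25 quinone reductase unigenes, 2 were called higher and 4 lower, and the median was 0.27 (95% interval 0.052 to 0.56, percentile 85.5). TMM scaling moved this median most, to 0.029.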

In the current work, we clearly observed that the expression of *NQR2* significantly declined after exposure to PA, indicating that PA might be an inhibitor of *NQR2* and suppress its expression. Therefore, it can be deduced that PA exposure may cause the diminishing of the protective ability against the toxicity of quinone-structured compounds. Genes encoding detoxification enzymes play irreplaceable roles in bivalves during metabolized foreign compounds or xenobiotics exposure such as toxicants, drugs, and chemical contaminants [3]. Among the DEGs detected in the current work, we identified several genes related to detoxification. The cytochrome P450 family is a major family of enzymes involved in the primary or phase I metabolism of xenobiotics such as drugs, pesticides, fatty acid, and toxins [27]. It was found that PA induced the expression of *CYP2C14*, *CYP2U1*, *CYP3A24*, and *CYP4A2*, suggesting they are crucial in metabolism and clearance of PA, and may facilitate the biotransformation of PA and accelerate its excretion, and could be regarded a good candidate biomarker for monitoring stress associated with PA exposure. However, the expression of *CYP4F22*, *CYP4B1*, and *CYP2C8* displayed an opposite response. This could suggest that PA exposure inhibits cytochrome P450 enzymes via genes expression of *CYP4F22*, *CYP4B1*, and *CYP2C8*, which may hinder or disturb the biotransformation of various other endogenous or xenobiotics in the bay scallop and even result in their accumulation. 

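CYP2C14 (Unigene36862_All, 565 bp) had 0 reads in the control library and 22 in the PA library, at least 7.26-fold higher. CYP2U1 (Unigene46837_All, 396 bp) rose from 4 to 76 reads, a log2 fold change of 4.24 (95% interval 2.82 to 6.15, FDR 5.89e-17 by the test of Audic and Claverie). CYP3A24 (CL984.Contig1_All, 2731 bp) rose from 59.2 to 140 reads, a log2 fold change of 1.22 (95% interval 0.78 to 1.70), which was 0.98 with TMM scaling and 0.93 with a pseudocount of 1 FPKM, below a 2-fold change. In its cluster, CL984.Contig2_All rose from 18.0 to 146 reads and CL984.Contig3_All fell from 190 to 89.8, and the cluster changed by 0.47. CYP4A2 (CL4724.Contig1_All, 1764 bp) rose from 44 to 153 reads, a log2 fold change of 1.79 (95% interval 1.29 to 2.30), and its cluster changed by 1.39.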

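CYP4F22 (Unigene30921_All, 1002 bp) had 25 reads in the control library and 0 in the PA library, at least 8.42-fold lower, and CYP4B1 (Unigene30920_All, 514 bp) had 21 and 0, at least 7.07-fold lower. CYP2C8 (CL3662.Contig2_All, 2796 bp) fell from 451 to 30.1 reads, a log2 fold change of -3.92 (95% interval -4.51 to -3.39), and its cluster changed by -3.75. Its best Nr hit, an oyster CYP2C8, is also that of the CYP2C14 unigene, and the CYP4F22 unigene shares its best Nr hit, an oyster CYP4F22, with the CYP4A2 unigene. The 115 cytochrome P450 unigenes went both ways, with 24 called higher and 28 lower. Their median log2 fold change was -0.28 (95% interval -0.82 to 0.16), at the 0th percentile of random lists, whose median was 0.19.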

ATP-binding cassette (ABC) transporters belong to transmembrane proteins. They are responsible for transporting various structurally diverse substrates across biological membranes depending on ATP [28]. In addition, in aquatic organisms, they are responsible for multixenobiotic resistance phenotype by exporting xenobiotics out of the cells or by facilitating the sequestration of toxins within specialized cells or organelles, effectively segregating them away from vulnerable protein and DNA targets [28]. In our current results, it was found that the *ABCB1*, *ABCC1*, and *ABCG2* were down-regulated in bay scallops following PA exposure at 80 mg/L. These findings are in keeping with the previous research reporting that ABC transporters in mussel were up-regulated after exposure to *Prorocentrum lima* which produces okadaic acid. 

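ABCB1 (Unigene4987_All, 5498 bp) fell from 796 to 288 reads, a log2 fold change of -1.48 (95% interval -1.68 to -1.29, FDR 2.88e-55 by the test of Audic and Claverie). ABCG2 (Unigene5950_All, 2808 bp) fell from 546 to 193 reads, a log2 fold change of -1.51 (95% interval -1.76 to -1.28). ABCC1 (CL3203.Contig2_All, 5492 bp) fell from 273 to 123 reads, a log2 fold change of -1.17 (95% interval -1.48 to -0.85), and with a pseudocount of 1 FPKM its change was -0.89, below a 2-fold change. The 77 unigenes annotated as ABC transporters had a median log2 fold change of -0.59 (95% interval -0.87 to -0.27), at the 0th percentile of random lists, whose median was 0.26, with 2 called higher and 14 lower. With the words sought in the Swiss-Prot description alone, the median was -0.94.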

Huang et al. [29] also reported that the relative expression of P-glycoprotein gene, which belongs to the family of ATP-binding cassette (ABC) transporters, in the gills of *Perna viridis* increased significantly after exposure to *Perna lima*. These results indicate that PA could inhibit the *ABCB1*, *ABCC1*, and *ABCG2* expression, and then suppress exogenous resistance ability. ACP is a kind of important hydrolytic enzyme in phagocytic lysosomes [30]. 

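ACP (Unigene10719_All, 2228 bp) had an FPKM of 16.9 in the control library and 7.96 in the PA library, from 381 and 181 reads, a log2 fold change of -1.09 (95% interval -1.35 to -0.83, FDR 7.87e-17 by the test of Audic and Claverie). Its best Swiss-Prot hit is lysosomal acid phosphatase, and its best Nr hit is fibrillin-2. Of the 14 acid phosphatase unigenes, 1 was called higher and 3 lower, and their median of -0.22 (95% interval -1.09 to 0.25) lay at percentile 15.8.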

In this work, it was found that the expression of *ACP* mRNA decreased in the gills of bay scallops after PA exposure, and then making a dent in the elimination of pathogens or phagocytized microorganisms in the PA-exposed gill.

The cathepsin proteins are consisted of lysosomal proteolytic enzymes that act a vital role in maintaining homeostasis in species. Particularly, these enzymes are in connection with intracellular protein turn over, degradation, immune response, and antigen processing [31,32]. Cathepsin B has been reported for its role in proteins degradation related to the lysosomal system associated with a variety of physiological and pathological processes such as infection, clearance, inflammation, and apoptosis [31]. Cathepsin B may induce or activate apoptotic pathways, once it is released from the lysosomes into the cytoplasm [33]. In previous research, it was reported that the relative expression level of the cathespin B mRNA was significantly increasing in the mantle and liver tissues of clams after being challenged with *Vibrio anguillarum* compared with control, which indicates that cathepsin B is an inducible acute phase and constitutively active protein [34]. It was also found that cathepsin B was potentially inducible in rock bream after exposure to *Edwardsiella tarda* and lipopolysaccharide, which indicates that it may act a role in the immune system [31]. Moreover, cathepsin B was also enhanced in the olive flounder following immersion in a suspension of *Flavobacterium columnare*, which suggested that cathepsin B regulation is an indispensable component of the immune responses during bacterial infections. In this present study, the expression level of *CTS-B* (cathepsin B) in bay scallop was found to be down-regulated after exposure to PA up to 48 h, suggesting that although PA exposure may not induce the lysosomal apoptosis pathway via *CTS-B*. However, the expression of *CTS-A* was stimulated during PA exposure, which it is speculated that PA exposure may impact on intracellular protein degradation/turn over, antigen processing, and immune responses by regulating *CTS-A*. 

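CTS-B (Unigene21481_All, 2986 bp) fell from 3168 to 1344 reads, a log2 fold change of -1.25 (95% interval -1.35 to -1.16, FDR 4.72e-169 by the test of Audic and Claverie). Of the 4 cathepsin B unigenes with at least 10 reads, 1 was called lower and 0 higher, with a median of -0.52.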

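CTS-A (Unigene32251_All, 1139 bp) rose from 435 to 925 reads, a log2 fold change of 1.07 (95% interval 0.91 to 1.24, FDR 2.11e-38 by the test of Audic and Claverie). It was 0.83 with TMM scaling and 0.85 with the median of ratios, below a 2-fold change. Of the 6 cathepsin A unigenes with at least 10 reads, 1 was called higher and 1 lower, with a median of 0.25 (95% interval -2.37 to 1.07).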

## 4. Materials and Methods

### 4.1. Animal Maintenance and Palmitoleic Acid Exposure

All of bay scallops, weighing 48.02 ± 2.81 g, averaging length 6–7 cm, were obtained from the Noryangjin fisheries wholesale market, Seoul, South Korea. Scallops were acclimatized to laboratory conditions for 2 weeks before processing, maintained in lantern nets suspended in 800-L tanks with filtered and aerated sea water (temperature: 10 ± 1 °C; salinity: 30 ± 0.1‰). They were fed with Instant Algae^®^ Shellfish Diet (Reed Mariculture Inc., Campbell, CA, USA) at a rate of approximately 1.2 × 10^10^ algal cells/scallop/day. Half of the seawater was changed daily. 

For palmitoleic acid (PA) exposure, the bay scallops were divided into two groups: (1) control; (2) PA exposed group. Analytical grade PA (Sigma–Aldrich, USA) was dissolved in dimethyl sulphoxide (DMSO) [13]. The scallops in the PA-treated group were exposed to 80 mg/L PA. The control was exposed with an equal volume of DMSO. The final DMSO concentration was 0.0125‱ in all aquaria. Following PA exposure up to 48 h, gills were sampled from 18 scallops (i.e., six scallops with three replicates), stored in 1 mL TRIzol reagent (Invitrogen, USA) at −80 °C until use. Samples from 6 scallops were pooled for each replicate for RNA extraction.

### 4.2. RNA Preparation

Total RNA was extracted following the manufacturer’s instruction of TRIzol (Invitrogen, USA). The RNA contamination and degradation was accessed by agarose gels (1%) electrophoresis. The RNA purity and contamination was measured using a NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, USA) and a Qubit^®^ RNA Assay Kit and a Qubit^®^ 2.0 Flurometer (Life Technologies, CA, USA) respectively. RNA integrity was accessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA) [35].

### 4.3. Library Preparation and Illumina Sequencing

Here, 200 ng of DNase I-treated total RNA were purified by using oligo-dT beads. Fragment Buffer was used to cleave the polyA-containing mRNA into short fragments. During the RNA purification, ribosomal and other non-messenger RNA were also removed. First-strand cDNA was synthesized by reverse transcription using the mRNA fragments as the templates with adding First Strand Master Mix (Illumina, USA) and Super Script II (Invitrogen, USA). The second-strand cDNA was synthesized using Second Strand Master Mix (Illumina, USA). Then, the overhangs resulting from fragmentation were converted into blunt ends by using an End Repair Mix. After Adenylate 3’Ends DNA, the ligation reaction was performed by using RNA Index Adapter and Ligation Mix. Next, PCR Primer Cocktail and PCR Master Mix were added to enrich the cDNA fragments. Afterwards, cDNA fragments (260 bp in length) were selected for PCR amplification. The final library was quantified by qPCR with loading 1 μL of resuspended construct on an Agilent Technologies 2100 Bioanalyzer using Agilent DNA 1000. For cluster generation, the qualified and quantified libraries were first amplified within the flow cell on the cBot instrument (HiSeq^®^ 4000 PE Cluster Kit, Illumina). For paired-end sequencing, the clustered flow cell was then loaded onto the HiSeq 4000 Sequencer (HiSeq^®^ 4000 SBS Kit, Illumina) with the recommended read length of 100 bp. Both the library preparation and Illumina sequencing were conducted by Beijing Genomics Institute (BGI) (Hongkong, China).

### 4.4. De Novo Transcriptome Assembly

All the raw reads (reads with adaptors, low-quality reads, and reads in which unknown bases (N) comprised more than 5% of the read) were removed to generate clean data using SOAPnuke software. Clean reads were stored as the FASTQ format file [36], and then were assembled using the Trinity software to obtain unigenes. The resulting sequences assembled using Trinity was referred to as transcripts. Then, gene family clustering was performed using TGICL (TIGR Gene Indices clustering tools) to acquire the final unigenes. The unigenes were classified to two categories: (1) clusters, labeled by the prefix ‘CL’, followed by the cluster ID; (2) singletons presented by the prefix ‘unigene’. 

### 4.5. Gene Annotation and Analysis

The following seven databases were used functional annotation: the non-redundant protein sequence database (Nr), NCBI nucleotide database (Nt), Gene Ontology (GO), the Clusters of Orthologous Groups (COG), the Kyoto Encyclopedia of Genes and Genomes (KEGG), Swiss-Prot, and the Interpro database for unigenes. The unigenes were aligned to Nt, NR, COG, KEGG and SwissProt using Blast (version: v2.2.23) to obtain annotations [37]. To obtain GO annotations in conjunction with Nr annotations and the InterPro annotations, Blast2GO (version: v2.5.0) and InterProScan5 (version: v5.11-51.0) were used, respectively [38].

### 4.6. Enrichment Analysis of Differentially Expressed Genes

In order to map the high-quality reads to the reference unigene sequences, Bowtie (version: 2.2.5) was applied [39]. The unigene expression level calculation was performed by using RSEM (version: v1.2.12) [40]. We detected DEGs with PossionDis as requested. PossionDis is based on the Poisson distribution, performed as described by Audic and Claverie [41]. Furthermore, the thresholds were FDR (false discovery rate) <0.001 and fold change ≥2.00 to determine the significance of the differential gene expression.

The DEGs were classified according to the standard classification based on GO annotation results. GO and pathway functional enrichment analysis were also processed using phyper, a function of R. The formula for *p* value calculation in the hypergeometric test is as follows:

$$P=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}\;$$

FDR was used for correction of each *p* value. A FDR < 0.001 was identified as significant enrichment.

### 4.7. Quantitative Real-Time PCR Verification

The expression profile of nine genes, which are related to toxification, antioxidant ability, and immunology, were performed using the qPCR technique. In a preliminary study, efficacy of various reference genes was evaluated following 80 mg/L PA exposure to scallop up to 48 h. A Web-based comprehensive tool RefFinder (https://omictools.com/reffinder-tool) was used to compare and rank candidate reference genes based on the rankings from three algorithms: GeNorm, NormFinder, and BeestKeeper. Thus, *β-actin* was selected as the housekeeping gene in this study. All specific primers used for qPCR are listed in Table 5. The first-strand cDNA was synthesized with 500 ng of total RNA using a PrimeScriptTM RT Reagent Kit (TaKaRa Bio, Japan). The qPCR amplifications were processed by using QiagenRotor-Gene Q RT-PCR Detection System (Qiagen, Hilden, Germany) in 12-μL reactions containing the following components: 1 μL forward primers (10 μM), 1 μL reverse primers (10 μM), 1 μL cDNA (50 ng), and 6.25 μL SYBR Premix Ex TaqTM TaKaRa Bio, Japan), and 2.75 μL ultra-pure water. The reaction profile was as following: one cycle of 2 min at 94 °C; 40 cycles of 94 °C for 20 s, 30 s at 58 °C, and 40 s at 72 °C for extension [42]. Melting curve analysis was performed following amplifications The amplification efficiencies were between 90% and 110%, and the correlation coefficients (R2) of all standard curves were >0.99. The relative expression ratios of the target genes were calculated with the method described by Livak K.J. [43]. In all cases, Ct values were determined based on three biological replicates each with two technical replicates. 

All data was analyzed using statistical software SPSS 19.0 (IBM Corp., Armonk, NY, USA). The differences were tested by LSD test. *p*-values <0.05 indicates a statistical significance. The values were presented as mean ± standard deviation (SD) of the gene expression.

## 5. Conclusions

In conclusion, we present herein an extensive investigation of the PA-sensitive genes with differential expressions in gills of bay scallops. These genes are involved in a serial of immune and detoxification processes against to PA. The current results not only demonstrate the transcriptional complexity of the immune response to PA in scallops, but also suggest the possibility of identifying the genes implicated in regulating bivalve tolerance to xenobiotic stress. Illumina next-generation sequencing technology provides abundant resources for investigating the molecular basis underlying the effects of PA in scallops and for understanding the immune- and detoxification-associated mechanisms that counteract the harmful effect of this compound in these organisms. Moreover, it is also supplements and reinforcing findings of our previous investigation, in which we established a strong cause and effect relationship between PA and physiological responses in bay scallops. PA might act as an environmental endocrine disruptor, which could negatively affect the endocrine system, or affect the signal transduction pathway in scallops. Therefore, this study further verifies a potential risk of popularizing and applying of PA as an algaecide management in scallop production. However, shorter exposure time and lower concentration of PA may have less adverse effects on scallops. In addition, the use of suitable immunostimulants synergistically with PA in scallop culture might be an effective alternative method to boost scallop immune system function as well as reduce the negative effect of PA. Furthermore, the results of this study highlight the need to arouse researchers’ attention to investigate the impacts of using some other algaecides to control the outbreak of algal blooms in the marine environment, as well as address secondary pollution caused by PA.

## Figures and Tables

**Figure 1:**
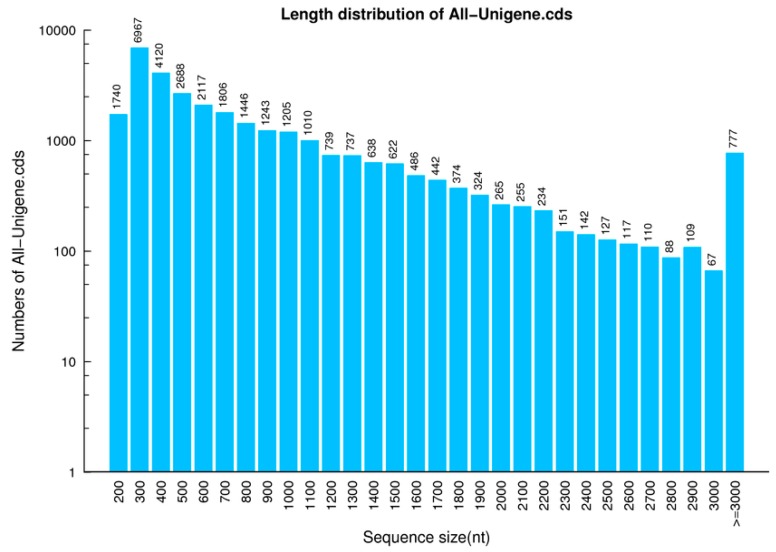
Unigene length distribution. The x-axis represents the length of unigenes. The *y*-axis represents the number of unigenes.

**Figure 2:**
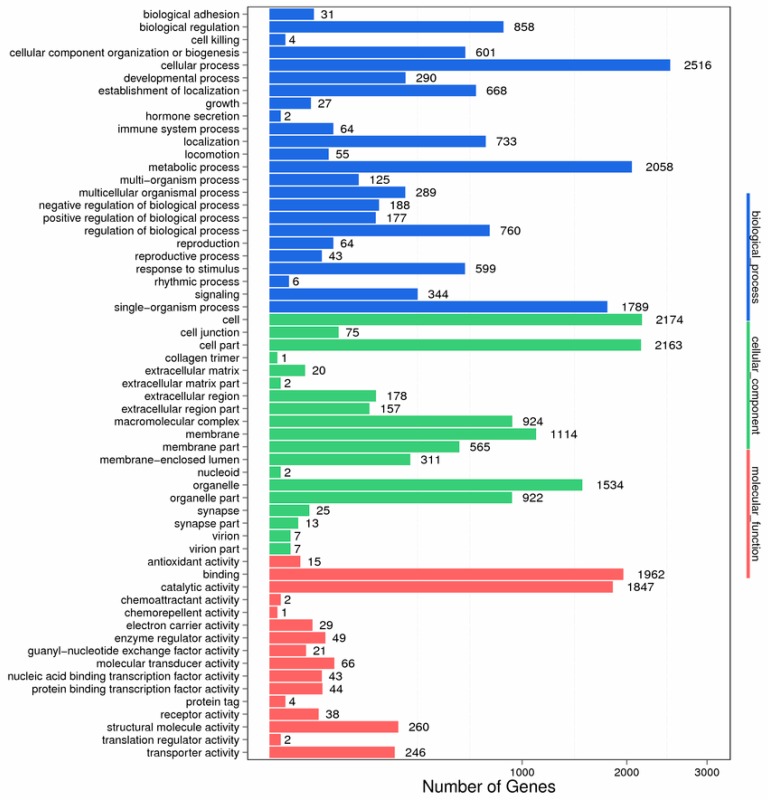
Gene Ontology (GO) annotation of all unigenes.

**Figure 3:**
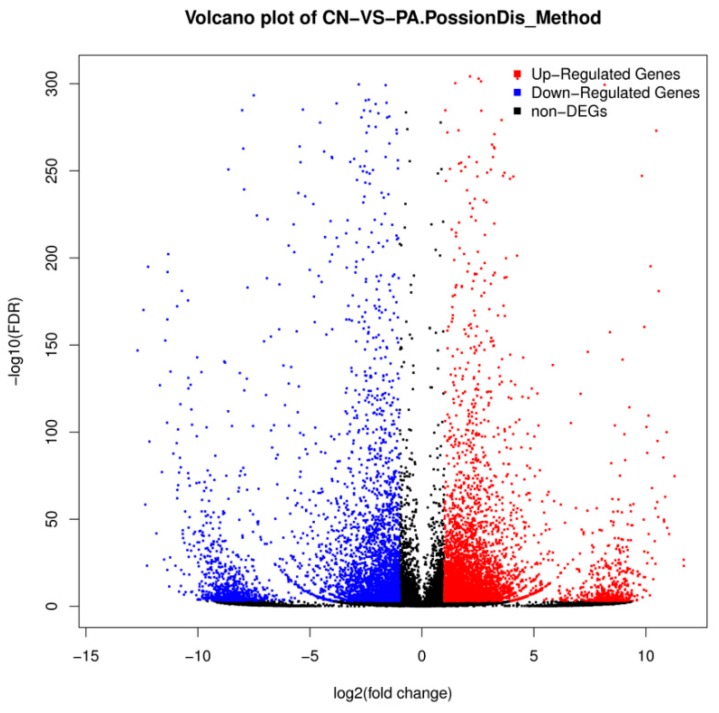
Volcano plot of differentially expressed genes (DEGs) between the control (CN) and PA-treated group. Blue, red and black points represent down regulated genes, up regulated genes and non-differential expression genes, respectively. FDR: false discovery rate.

**Figure 4:**
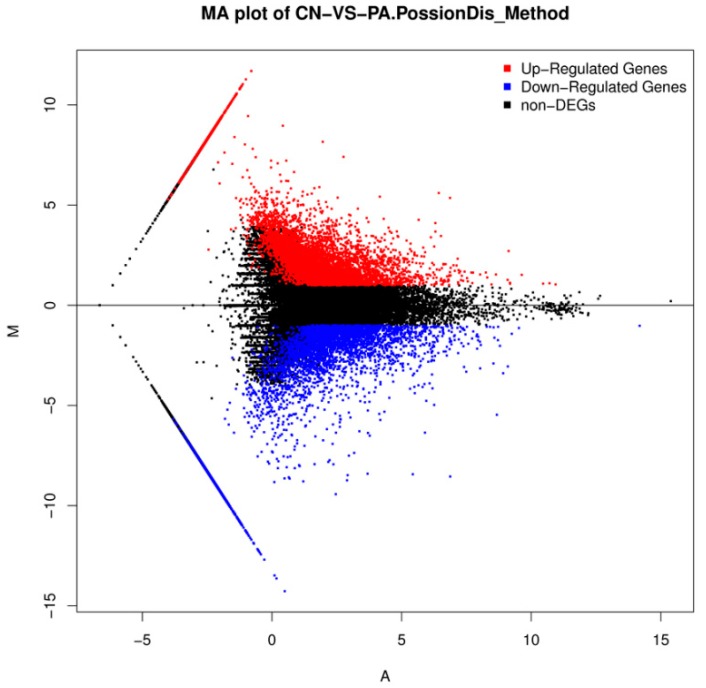
M (log ratio) and A (mean average) (MA) plot of DEGs between the control (CN) and the PA-treated group. The *x*-axis represents value A (log2 mean expression level). The y-axis represents value M (log2 transformed fold change). Blue, red, and black points represent down regulated genes, up regulated genes and non-differential expression genes, respectively.

**Figure 5:**
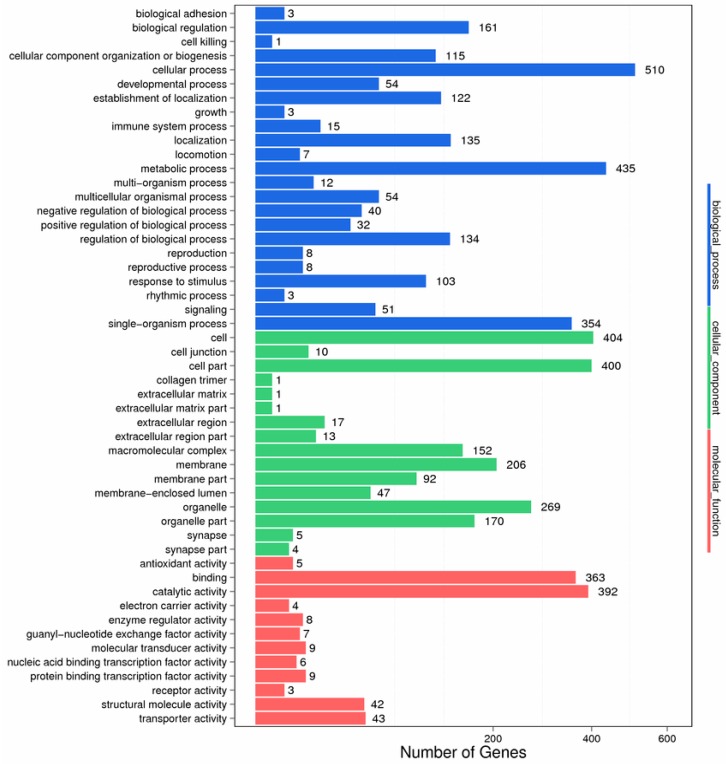
GO classification of the differentially expressed genes. The *x*-axis represents the GO term.

**Figure 6:**
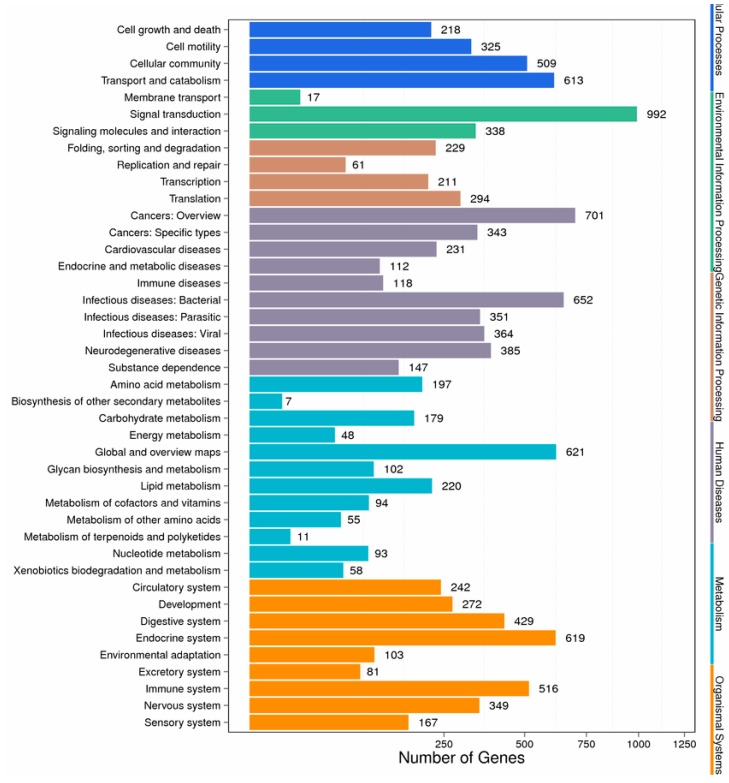
Pathway classification of differentially expressed genes. The *x*-axis shows the number of differentially expressed genes. The y-axis shows the pathway name.

**Figure 7:**
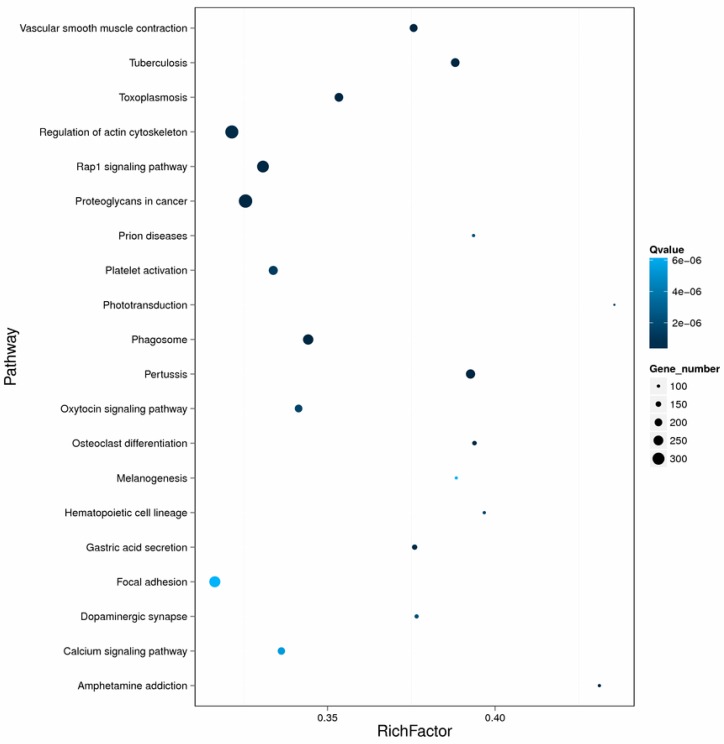
Enrichment of differentially expressed genes and pathways. The *x*-axis represents enrichment factor and the y-axis represents the pathway name. Coloring represents the Qvalue (high: white, low: blue), the lower Qvalue represents the more significant enrichment. The point size represents the differentially expressed genes number (more: big, less: small).

**Figure 8:**
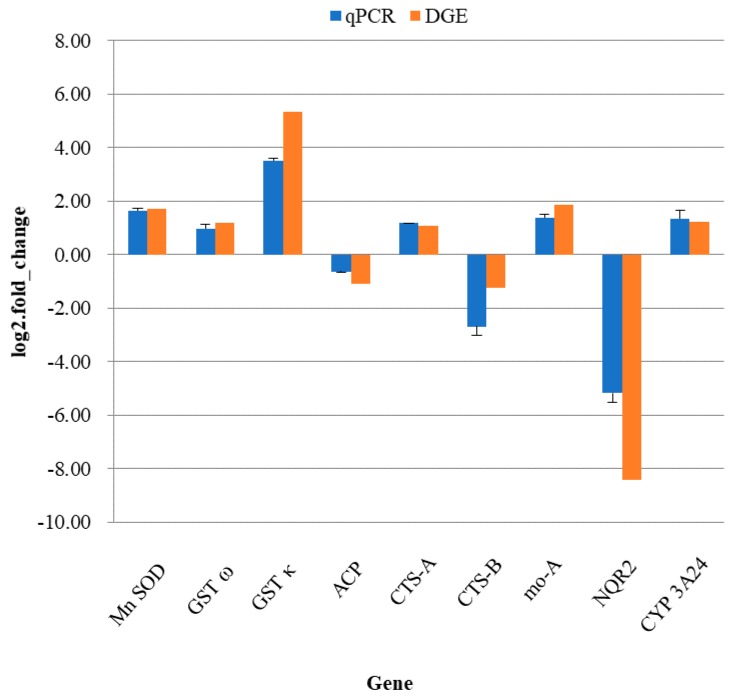
Results of quantitative real time PCR validation. The *y*-axis represents the gene expressed log2 (fold change) and the *x*-axis is the gene name. Mn SOD = manganese superoxide dismutase, GST ω = glutathione-*S*-transferase ω, GST κ= glutathione-*S*-transferase κ, ACP = acid phosphatase, CTS-A = cathepsin A, CTS-B = cathepsin B, mo-A = monoamine oxidase A, NQR2 = NADPH2: quinone reductase, CYP3A24 = cytochrome P450 3A24.

**Table 1:** Summary of sequencing reads after filtering.

Sample	Total Raw Reads (Mb)	Total Clean Reads (Mb)	Total Clean Bases (Gb)	Clean Reads Q20 (%)	Clean Reads Q30 (%)	Clean Reads Ratio (%)
CN	45.92	45.76	4.58	98.21	95.30	99.65
PA	45.92	45.76	4.58	98.40	95.69	99.65

PA: palmitoleic acid; CN: control.

**Table 2:** Quality metrics of transcripts.

Sample	Total Number	Total Length	Mean Length	N50	N70	N90	GC (%)
CN	78,434	52,871,582	674	1230	568	252	39.13
PA	80,539	56,824,660	705	1308	610	261	39.60

GC (%): the percentage of G and C bases in all unigenes.

**Table 3:** Quality metrics of unigenes.

Sample	Total Number	Total Length	Mean Length	N50	N70	N90	GC (%)
CN	51,495	41,085,320	797	1412	702	302	39.47
PA	55,973	46,742,302	835	1503	753	313	39.86
All unigenes	62,099	57,266,803	922	1735	897	338	39.51

N50: a weighted median statistic that 50% of the total length is contained in unigenes great than or equal to this value. GC (%): the percentage of G and C bases in all unigenes.

**Table 4:** Detoxification and immune-related differentially expressed genes in gills of bay scallop exposed to 80 mg/L PA up to 48 h.

Description	Transcript	Log2 Fold Change (RNA-seq)	Regulation
**Down regulated**			
Immune system	*CLEC4* *E*	−4.278	Down
	*CLEC4* *F*	−9.069	Down
	*FIBCD 1*	−2.224	Down
	*ACP*	−1.088	Down
Apoptosis	*CTS-B*	−1.25	Down
	*BIRC7*	−14.271	Down
Transmembrane proteins	*ABCB1*	−1.481	Down
	*ABCC1*	−1.167	Down
	*ABCG2*	−1.514	Down
Oxidative stress	*NQR2*	−8.406	Down
Metabolism of xenobiotics	*CYP 4F22*	−7.988	Down
	*CYP 4B1*	−8.778	Down
	*CYP 2C8*	−3.918	Down
	*CREB 3*	−1.147	Down
Antioxidant	*GR*	−5.628	Down
	*Nrf2*	−1.035	Down
**Up regulated**			
Antioxidant	*Cu/Zn SOD*	2.107	Up
	*Mn SOD*	1.728	Up
	*GST 1*	2.860	Up
	*GST 2*	10.276	Up
	*GST 3*	3.237	Up
	*GST ω*	1.198	Up
	*GST A*	2.648	Up
	*GST κ*	5.319	Up
Apoptosis	*CTS-A*	1.07	Up
Immune system	*TLR 2*	1.780	Up
	*TLR 4*	4.268	Up
	*TLR 13*	5.349	Up
Metabolism of xenobiotics	*CYP 2C14*	8.683	Up
	*CYP 2U1*	4.241	Up
	*CYP 3A24*	1.219	Up
	*CYP 4A2*	1.786	Up
	*mo-A*	1.86	Up

CLEC4 = C-type lectin domain family 4; FIBCD = fibrinogen C domain-containing protein; TLR = toll-like receptor; ACP = acid phosphatase; ABC = ATP-binding cassette sub-family; GST = glutathione *S*-transferase; GR = glutathione reductase; CREB = cyclic AMP-responsive element-binding protein; Cu/Zn SOD = copper/zinc superoxide dismutase; Mn SOD = manganese superoxide dismutase; CYP = cytochrome P450; Nrf2 = nuclear factor erythroid 2-related factor 2; CTS-A = cathepsin A; CTS-B = cathepsin B; mo-A = monoamine oxidase A; NQR2 = NADPH2:quinone reductase; BIRC7 = baculoviral IAP repeat-containing protein 7.

**Table 5:** All primers used in our validation analysis.

Primer		Products
Primers Used for *Fe/Mn SOD*		
*Mn SOD*-F	5’GTGCCTCTACTGCTGTCC3’	103 bp
*Mn SOD*-R	5’TGAAGTGGGTCCTGGTTA3’	
Primers used for *GST-Omega*		
*GST ω*-F	5’GGCAAACCCGCTTCTGTA3’	213 bp
*GST ω*-R	5’CCCGTGCTGTGGGATAAA3’	
Primers used for *GST-Kappa*		
*GST κ*-F	5’GACCAAGGGATTTCTGATGAG3’	183 bp
*GST κ*-R	5’ATGAGCGACAATAATAGGGGAT3’	
Primers used for *ACP*		
*ACP*-F	5’AGACAGAACCCGACAACTC3’	266 bp
*ACP*-R	5’GCTATGAGGCTGATTAGAAGG3’	
Primers used for *CTS-A*		
*CTS-A-F*	5’ACCGCCCTTGACAGTAAC3’	203 bp
*CTS-A-R*	5’CACGAAAGAAACGAGTAA3’	
Primers used for *CTS-B*		
*CTS-B*-F	5’ACCCTCCGTCACATCCCA3’	205 bp
*CTS-B*-R	5’GACTCCCGTAAGGCGTGGT3’	
Primers used for mo-A		
*mo-A*-F	5’GGGGAGCATCTTTAATCG3’	136 bp
*mo-A*-R	5’ACTGGCTGGTTCTTCACA3’	
Primers used for NQR2		
*NQR2-A*-F	5’CCAAGTACAACTACGGCTCT3’	270 bp
*NQR2-A*-R	5’AAGGTCGGGAAACTATGC3’	
Primers used for *CYP3A24*		
*CYP3A24*-F	5’AGCAGCCAATGAGGAGTGT3’	198 bp
*CYP3A24*-R	5’TGTAGGACCATATCGCAGAC3’	

## Supplementary Materials

The following are available online at http://www.mdpi.com/2218-273X/8/4/139/s1. Supplementary file 1: The differential expression unigenes between the control and the PA-treated groups. The accession number for our Raw dataset was submitted to GEO database under the accession number GSE121110.

How the deposited data were processed for this re-analysis (not part of the article)

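Gills of bay scallops were sequenced after 48 h with 80 mg/L PA and after 48 h with the DMSO solvent, with 1 library per condition. Each library was mapped to its condition from its title in the sample labels. The paper's methods describe 3 replicate pools of 6 scallops, and the labels describe pools of 18 scallops.

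The authors filtered the reads with SOAPnuke, assembled each library with Trinity, merged the transcripts to unigenes with TGICL, mapped the reads to the unigenes with Bowtie and estimated expression with RSEM. For each library the authors deposited the expected count and the FPKM of each unigene, with its length and 7 annotation columns (Nr, Nt, Swiss-Prot, KEGG, COG, Interpro and GO). The authors also deposited the table of their own comparison of the libraries, with FPKM values, log2 fold changes, p-values and the FDR of their Poisson test. The expected counts of the control library summed to 10305482 and those of the PA library to 10414545. Every listed unigene entered these totals.

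From these files, the log2 fold change of each unigene was computed as the ratio of its FPKM, with an FPKM of 0 set to 0.01. Unigenes missing from a library's table were taken as 0 reads. The test of Audic and Claverie, which the paper names, was applied to the counts rounded to whole numbers, two-sided and with the observed count in both tails, and its p-values were adjusted by the method of Benjamini and Hochberg. A unigene was called at an FDR of at most 0.001 and a fold change of at least 2. With 1 library per condition no test with a replicate error could be made, and the p-values compare the 2 libraries, not the conditions.

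Intervals of fold changes are 95% Clopper-Pearson intervals of the share of reads in the PA library, and intervals of shares of unigenes are 95% Wilson intervals. They cover counting error only. A fold change against a library with 3 reads or fewer was computed against 3 reads and is given as a bound. The bound takes the reads of the other library as exact, so the 95% interval can reach closer to no change.

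The unigenes named in the text were fixed by a rule written before the data were examined. They are every transcript of Table 4 and of the Discussion, matched by log2 fold change and annotation, the 3 largest rises and the 3 largest falls among called unigenes with at least 10 reads in each library, and the 2 unigenes with the most reads. Other contigs of the clusters of these unigenes are given beside them, not always all of them, and lie outside this rule. So do the copper chaperone unigene and the unigenes said to have been picked out after their values were seen. Families were collected by words fixed before the data were examined in the Nr, Swiss-Prot and KEGG descriptions. The median of a family's unigenes with at least 10 reads together, and the number of called unigenes of a GO term, were compared with 10000 random lists of the same size drawn within 20 bins of mean expression. No p-value across genes is given for them. Contigs of a cluster count as separate unigenes in these comparisons.

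The alternatives were TMM factors from edgeR, the median of ratios between the libraries, a minimum of 10 reads, pseudocounts of 0.1 and 1 FPKM, the Benjamini-Yekutieli adjustment, an FDR of 0.05, a fold change of at least 4, the exact test of edgeR with an assumed biological coefficient of variation of 0.2 and of 0.4, the reads of each cluster summed, family words sought in the Swiss-Prot description alone, no filter on low counts, GO terms among unigenes with at least 50 reads, unigenes with an FPKM of at least 1, and 3 reads in place of 0. After seeing the data, 3 more were added, which leave the observed count out of the upper tail, do so on truncated counts, or leave out unigenes whose best Nr hit is a protist.

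The calling was tested on simulated libraries with the means and totals of the real ones. With 200 unigenes changed 4-fold and no variation between pools, 198 were recovered (99%) and 0 unchanged unigenes were called. The changed unigenes were drawn only from those with a mean of at least 50 reads per library. The share recovered therefore says nothing about unigenes with fewer reads. The comparison with random lists was tested on 200 unchanged lists, of which 7 fell outside the central 95% of random lists, and on 200 lists shifted by 1 on the log2 scale, all 200 of which fell outside.

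Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 and R 4.3.3 with edgeR 4.0.16 were used. A table of 32407 genes of a reference assembly was searched for the unigenes' best Nr hits, matched 0 of them and was not used. KEGG pathways were not analysed, since the files give no pathway for a unigene. The qPCR values were read by eye from Figure 8.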

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

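The patterns in this part lie in unigenes that the paper does not discuss, apart from the NQR2 unigene, which is given beside the other large falls. TMM scaling and the summing of clusters were alternatives set before the data were examined. Their use to test these patterns was chosen after the results were seen, as were the other tests. The exception is the test of the other ciliate genera, which was set down before the values of those genera were looked at. With 1 library per condition, variation between pools of scallops stays open for every pattern, and so does an effect of PA.

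The largest rises among called unigenes with at least 10 reads in each library were CL3774.Contig1_All (28 to 1691 reads, log2 fold change 5.90, Swiss-Prot hit cartilage intermediate layer protein 1), CL3894.Contig3_All (178 to 8733 reads, 5.60, no annotation) and CL4614.Contig2_All (29.8 to 1290 reads, 5.42, histone H1). Reads moving between contigs of 1 gene that were assembled separately would leave the whole cluster with less than a 2-fold change. The clusters changed by 5.86, 4.31 and 1.78, so this argues against such moves as the whole cause, although in the cluster of CL3894.Contig3_All another contig was called lower and in that of CL4614.Contig2_All the change was much smaller than in the contig.

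The largest falls under the same rule were CL1799.Contig2_All (15850 to 42.8 reads, log2 fold change -8.55, ribosomal protein L41), CL3132.Contig1_All (5914 to 17.3 reads, -8.43, ribosomal protein S27) and the NQR2 unigene. The other contig of each of the 2 ribosomal protein clusters had at least 21980 reads in both libraries, and the clusters as a whole changed by -0.59 and 0.0080. If reads had only moved between contigs of 1 gene that were assembled separately, the other contig would have gained what the contig lost. With the libraries scaled to the same total, the other contig of CL1799 gained 5.44% of the reads lost (95% interval from the counts 2.46% to 8.43%), which argues against such moves as the whole cause of that fall. The other contig of CL3132 gained 103% of the reads lost there (95.2% to 110%), as such moves would give. Its log2 fold change of 0.35 with library totals would be lower by 0.25 with TMM scaling, so this share depends on the scaling. It is also 1 cluster chosen for its fall, so the explanation stays open there. For NQR2 the cluster changed by -2.01, which argues against this as the whole cause of its fall.

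Among 5 families that the paper does not name and that were fixed before the data were examined, 3 lay above the random lists. The 108 heat shock protein 70 unigenes had a median log2 fold change of 1.07 (47 called higher, 8 lower), the 57 tubulin unigenes 1.17 (25 higher, 6 lower) and the 95 axonemal dynein unigenes 1.53 (26 higher, 0 lower, 1.44 with unigenes of 3 reads or fewer in a library at their bound), each at the 100th percentile. With TMM scaling the medians were 0.83, 0.92 and 1.29. Against random lists matched on length as well, all 3 again lay at percentile 100. With the reads of each cluster summed the medians were 1.21, 0.92 and 1.53. The 95 axonemal dynein unigenes fell into 89 clusters and singletons, so this sum could hardly change their median. Leaving out unigenes whose best hit is a protist removed 2, 4 and 0 unigenes and gave 1.07, 1.23 and 1.53, which decides nothing for the first and the third. Of the unigenes called higher with a species in the best Nr hit, a protist was the best hit of 0 of 47, 0 of 25 and 0 of 26, which allows up to 7.56%, 13.3% and 12.9% (95% Wilson intervals). These values argue against the scaling, unigene length or a protist as the whole cause. For heat shock protein 70 and tubulin they also argue against separately assembled contigs as the whole cause, which the sum does not decide for axonemal dynein. A response of the gills to PA may lie behind them, as a hypothesis found and tested on the same libraries.

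The 206 ribosomal protein unigenes had a median of -0.37 (0 called higher, 42 lower), at the 0th percentile. TMM scaling gave -0.61 and matching on length left the percentile at 0, so these argue against the scaling and length as the whole cause. Summing the reads of each cluster gave -0.37. The 206 unigenes fell into 202 clusters and singletons, so this sum could hardly change the median and decides nothing about separate contigs. Protists were the best hit of 55 of these unigenes. Without them the median was -0.20, at percentile 3, inside the central 95% of random lists, so unigenes with protist hits may account for the place of the family below the random lists. The test lies close to that limit. Of the 41 unigenes called lower with a species in the best Nr hit, 25 (61.0%, 95% Wilson interval 45.7% to 74.3%) had a protist as best hit.

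The 72 unigenes with best Nr hits to Tetrahymena, Ichthyophthirius and Paramecium had a median log2 fold change of -2.86 (95% interval -3.34 to -2.46, -2.17 with bounds, -3.10 with TMM scaling), with 1 called higher and 28 lower, at the 0th percentile. They held 3723 reads in the control library and 1952 in the PA library. The genera were picked out of a list after their values were seen. RNA of a ciliate in the control library would lower the unigenes of the other ciliate genera too. The 14 unigenes of those genera had a median of 0.090 at percentile 41.1 of random lists, but this is mostly the value of 1 genus. Oxytricha had 10 of them (6 called higher and 2 lower, 12916 to 39243 reads), Cryptocaryon 3 (median -2.25, 34 to 8 reads) and Miamiensis 1 (10 to 0 reads). The 95% interval of the 14, from -7.43 to 2.90, also holds the median of the 3 genera, so the 2 outcomes cannot be told apart with so few unigenes. This reading of the interval was added after the value was seen. The pattern has no explanation that a test here favours.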

How the results depend on the processing

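The alternatives were set before the data were examined, except the 3 that processing lists as added after seeing the data. No paired analysis was possible because each condition had 1 library, and for the same reason no replicate was left out. The cause of a change was not tested unless one is given.

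The number of called unigenes, 9200, lay between 7920 and 9558 under both scalings, the minimum of 10 reads, both pseudocounts, the Benjamini-Yekutieli adjustment and the 3 alternatives added after seeing the data. It was 14767 at an FDR of 0.05 and 5024 at a fold change of at least 4, a looser and a stricter threshold by construction. It was 3769 and 616 with edgeR at a BCV of 0.2 and 0.4, which allow for variation that the main test leaves out, and 6013 with the reads of each cluster summed, where fewer items were tested.

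The share of calls higher in the PA library, 55.4%, fell to 41.5% with TMM scaling, 43.1% with the median of ratios, 53.3% at a fold change of at least 4, and 51.6% and 36.2% at a BCV of 0.2 and 0.4. It was 56.6% at an FDR of 0.05, 58.4% with the reads of each cluster summed and 56.5% with truncated counts, an alternative added after seeing the data. For TMM, the median of ratios and a BCV of 0.4, most calls were thus lower in the PA library. For both scalings this follows from the downward shift of the fold changes of unigenes with reads in both libraries.

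Of the 43 named unigenes, 43 kept their direction and call with a pseudocount of 0.1 FPKM, 40 with 1 FPKM (3 fell below a 2-fold change), 39 with TMM (3 fell below), 40 with the median of ratios (2 fell below) and 34 with the reads of each cluster summed (6 fell below). Direction reversed with the reads of the cluster summed for Nrf2 (0.084), GST ω (-0.96) and CL3132.Contig1_All (0.0080), where the reads of the other contigs together went the other way. The abundant Unigene629_All, which was not called, went to -0.039 with TMM and -0.014 with the median of ratios.

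Family medians reversed for the BIR repeat unigenes with TMM (-0.041) and the median of ratios (-0.016), and for monoamine oxidase with cluster sums (0.70), no filter on low counts (0.30) and Swiss-Prot words alone (0.83). With TMM the medians moved to 0.029 for quinone reductase, -0.61 for ribosomal proteins and 0.0089 for acyl-CoA metabolism (main value 0.25), and with the median of ratios to -0.59 and 0.035 for the latter 2. A pseudocount of 1 FPKM gave 1.00 for toll-like receptors and 1.00 for axonemal dynein. Swiss-Prot words alone gave -0.94 for ABC transporters and 0.46 for tubulin. Ribosomal proteins moved to -2.50 with no filter on low counts and to -0.20 without protist hits, an alternative added after seeing the data. The other family medians stayed inside their 95% intervals under each alternative.

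The number of GO terms above the random lists was 10, and 6 with at least 50 reads, where fewer unigenes and terms were tested. The called unigenes at 0 in one library numbered 1260, and 1995 with 3 reads or fewer. The unigenes with an FPKM of at least 1 had a total length of 54368132 bp, a mean of 998 bp and an N50 of 1796 bp. Across the 9 qPCR genes, r stayed significant by the exact permutation test with both pseudocounts and with the reads of each cluster summed. TMM and the median of ratios shift the 9 genes nearly alike and say nothing about r.

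Depth limits the unigenes with few reads. A fold change against 3 reads or fewer is only a bound, as for 8 transcripts of Table 4, and a unigene with fewer than 13 reads together was never called.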

Differences from the paper's values

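For functional classification, the paper's number of unigenes annotated to GO is 27114, while the deposited GO column was filled for 4039 unigenes. No alternative set before the data were examined applied to this number. The paper's own count of unigenes with a GO annotation in the same paragraph is 4199.

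The paper's sequencing depth is 45.76 Mb clean reads for the control and for the PA library, while the deposited expected counts sum to 10.3 and 10.4 fragments in the same unit. A fragment of the paired-end sequencing gives 2 reads, so the clean reads are 22.9 pairs in that unit, of which 45.0% and 45.5% were counted on unigenes. No alternative set before the data were examined applied to these numbers.

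The number of called unigenes, 9200, and its split lay within 1.5 times the paper's 9430 (5327 higher and 4103 lower). With counts truncated to whole numbers and the upper tail of the test without the observed count, 9430 were called (5327 higher, 4103 lower), and the call equalled the authors' deposited call for all 60308 unigenes. This setting was chosen after seeing the values, and the main values were kept as designed. The paper's 4953 differentially expressed genes with a KEGG entry equal the number of unigenes called in the authors' deposited table that have one, 4953, against 4869 here.

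The paper states that some genes related to C-type lectin were induced, and both C-type lectins of its Table 4 were lower in the PA library here as in that table. Of the 27 C-type lectin unigenes, 10 were called higher and 5 lower, with a median of 0.69 at percentile 93. It states that Cu/Zn SOD rose, while of the 3 unigenes with a best Nr hit to Cu/Zn SOD, 0 were called higher and 2 lower. The value in its Table 4 is that of Unigene11236_All (2.11), which is named Cu/Zn SOD by its Nt hit alone.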

Other observations

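Of the tests in this part, those on unigenes listed at 0, on the scaling and on variation between pools were set before the data were examined. Exceptions among those on unigenes listed at 0 are the shuffles and the comparison with all unigenes. These and the remaining tests were chosen after the results were seen.

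Of the 1260 called unigenes listed at 0 in one library, 786 were contigs of clusters, and 499 of these (63.5%, 95% Wilson interval 60.1% to 66.8%) lost the 2-fold change when the reads of the cluster were summed. Contigs of 1 gene assembled separately would give this, but so would adding any expressed contig to 1 chosen for being at 0. When their sisters were replaced by those of random cluster contigs, matched on the reads of the contig, the median of 1000 shuffles was 45.5% (range 39.1% to 51.9%). Matched on the reads of the sisters, which set how far the change is diluted, it was also 63.5% (range 58.8% to 68.1%), and 540 of 1000 shuffles were at least as high. The second match was added after the first was seen. The share is thus no higher than the number of sister reads alone gives, and the explanation stays open. Low read counts could not be tested as an explanation, because the FDR threshold already requires at least 13 reads, and all 1260 had at least 10 reads in the other library.

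RNA of a protist in the PA library would give many protist hits among the unigenes listed at 0 in the control library. Of those with a species in the best Nr hit, 4 of 290 (1.38%, 95% Wilson interval 0.54% to 3.49%) had a protist hit, against 2.45% of all unigenes with a species in the best Nr hit, which argues against a protist as the main source of these 290. The other 197 of the 487 had no such species, and hits to organisms other than protists were not counted, so RNA of another organism stays open. Among those listed at 0 in the PA library, 38 of 397 (9.57%, 7.05% to 12.9%) had a protist hit. The reverse, RNA of a protist in the control library, was then tested on the 375 unigenes with protist hits that were not at 0 in the PA library. Their median log2 fold change of 0.26 lay at percentile 71 of random lists. Leaving out the unigenes at 0 in the PA library removes those that such RNA would produce, so this test cannot decide. All 422 unigenes with protist hits had a median of -0.0093, with 67 called higher and 85 lower, and the genera went both ways (Tetrahymena 0 higher and 15 lower, Ichthyophthirius 0 and 7, Trichomonas 13 and 4), so the explanation stays open.

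More unigenes were called higher than lower in the PA library. The scaling to library totals may explain this, since 41.5% were higher with TMM scaling. Whether the scaling by totals or by TMM is closer to the amounts of RNA in the gills cannot be read from the libraries.

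Contigs of clusters made up 48.9% of the called unigenes (95% Wilson interval 47.9% to 50.0%), against 32.5% of uncalled unigenes at the same read numbers. Higher read counts of cluster contigs thus do not account for all of their share, although they may account for part of it. A hypothesis that contigs of a cluster move in opposite directions more often than chance was not borne out. Of 1143 clusters with 2 or more called contigs, 514 had contigs called in both directions, and when the calls were shuffled among contigs with similar read numbers, 999 of 1000 shuffles gave at least as many such clusters (median 568, range 507 to 630), so there were fewer of them than in nearly all shuffles.

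Variation between pools of scallops may account for part of the called unigenes. With an assumed BCV of 0.4, 616 were called, but the true variation is not known from 1 library per condition, so how many calls reflect PA and how many reflect the pools cannot be told apart.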
